A study of Mus musculus with 8 samples. Its data were reported in "A microRNA signature that correlates with cognition and is a target against cognitive decline" (2021).

How the data were processed

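Poly(A) RNA was sequenced from immortalized mouse microglial (IMG) cells, a cell line grown from mouse microglia, 48 h after treatment with lipid nanoparticles that carried a miR-146a-5p mimic or a negative control oligonucleotide, with 4 libraries per treatment. The study's methods state that apolipoprotein E4 was added to the cells before the mimic; whether the control wells received it too is not spelled out there. If they did not, each difference between mimic and control libraries would include its effect. Libraries were made with the TruSeq RNA kit version 2, multiplexed, and read as single-end reads of 50 bases on a HiSeq 2000. The authors aligned the reads to the mouse genome build mm10 with STAR 2.5.2b and counted them per gene with featureCounts of subread 1.5.1; the strand setting, the treatment of reads with several alignments and the annotation release are not stated. The deposited per-library tables hold raw counts, 1 whole number per Ensembl gene, for 48709 genes. A further deposited table holds a normalized signal per gene, made by the authors by dividing each library's counts by 1 size factor. That table was checked against the counts: its 14476 genes are the genes with more than 5 counts in at least 4 libraries, and each value equals the count divided by a constant for its library. It was used only as an alternative input.

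Gene symbols, positions and 3' untranslated regions (UTRs) came from GENCODE release M21 on mm10, in which 48349 of the 48709 identifiers were found. Genes with at least 5 counts in at least 4 of the 8 libraries were tested, which left 14933. The total per library ran from 18718536 to 27061790 counts. Limits drawn from low counts cover counting error only, since reads without molecular identifiers are not independent molecules, and a gene with at most 3 counts in every library of both groups was given no fold change. Values per library are log2 CPM (counts scaled to the size of the library) after TMM scaling with a prior count of 2.

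All 8 libraries entered each comparison, as 4 mimic against 4 control, with no covariate. Single genes were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), two-sided, with TMM scaling and Benjamini-Hochberg adjustment over all tested genes. Called or changed means an adjusted p-value under 0.05. For the known targets Irak1 and Traf6 and for the cytokines that the study measured by qPCR, the adjustment over the list alone is also given. Gene lists were compared with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 13 process lists, with fry and camera with an estimated correlation as alternatives. The members of the 13 lists were written from general knowledge of each process. The list of predicted miR-146a-5p targets is the TargetScan prediction that the study used, made from sequence. The type I interferon response, cholesterol synthesis, proliferation and microglial identity were chosen as controls. The other processes were chosen because the study names them for this experiment. The study found them in these same 8 libraries, so a call for one of them is not independent evidence. A list's score in a library is the mean over its genes of log2 CPM, each gene centred on its mean over the 8 libraries. Scores were compared by a two-sided exact permutation test over the 70 arrangements of 4 against 4, whose smallest p-value is 0.0286.

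For seed sites, the log2 fold change of each tested gene with a 3' UTR was regressed on the presence of a 7-base word, the logarithm of UTR length and UTR GC content, using the longest UTR of each gene. The same regression was run for every 7-base word present in at least 100 UTRs, and the site of each oligonucleotide's seed was placed among these words. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for this step.

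The genes named in the text follow a rule: Irak1, Traf6, Il1b, Il6, Tnf and Il10; the 5 genes with the largest rise and the 5 with the largest fall among changed genes with a mean of at least 50 counts and no overlap between the groups; the 5 predicted targets with the smallest adjusted p-values among those lower with the mimic; and, for each process list that was called, the 3 members with the smallest adjusted p-values in the direction of the list. Of the genes this rule selects, 1 is not reported. Any other gene named was chosen after its values were seen. This rule, the tests, the filter, the lists of targets and processes and the alternatives were fixed before the data were examined.

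The alternatives were RLE size factors of DESeq2 1.42.0, upper-quartile scaling, the Wald test of DESeq2, limma-voom, the authors' normalized values with limma, no filter beyond 1 count, a filter of at least 10 counts in every library, a fold change of at least 1.2 (glmTreat), the replicate number as a block, the shortest 3' UTR, no adjustment for UTR length and GC content, and leaving out each library in turn. The labels number the replicates within each group and name no culture plate, date or sequencing lane, so no batch was compared. The 35 ways of splitting the 8 libraries into 4 and 4 were each fitted in the same way.

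The gene, list and seed-site comparisons were tested on simulated data before use. With counts simulated for 14749 genes, of which 200 were changed by 0.5 on the log2 scale, edgeR recovered 139 (69.5%), DESeq2 130 and limma-voom 135, and 4.58% of the edgeR calls were genes simulated without a change. A process list shifted by 0.15 was recovered with a median of 0.16, and 0 of the other 12 lists were called. The simulated genes were drawn independently of each other. This run therefore cannot show how often camera calls a list whose genes are correlated. In 12060 genes with simulated fold changes, a shift of -0.05 for genes with the mimic's 7-base site was estimated as -0.051. Its t value was the lowest of 15708 words. Marker lists for neurons, astrocytes, oligodendrocytes, fibroblasts, liver, red blood cells and germ cells, and the annotated olfactory receptor genes, were used to look for RNA or DNA from another source, and a list of 14 chaperones of the endoplasmic reticulum to look for stress of that compartment.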

Results

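The data are gene counts from 8 poly(A) RNA libraries of IMG cells, 4 from cultures treated with the miR-146a-5p mimic and 4 from cultures treated with the negative control oligonucleotide, all collected after 48 h. Control libraries 1 to 4 held 20850459, 27061790, 22686050 and 24366966 counts. Mimic libraries 1 to 4 held 18718536, 26014056, 25881543 and 23192297 counts. The 10 most abundant genes took from 5.73% to 6.21% of the counts of a library, and mitochondrial genes from 2.02% to 2.48%. At least 1 count was found for 22988 genes in control 2 and for 20395 to 21402 genes in the other 7 libraries. The mimic is a small RNA that poly(A) libraries do not measure, so its level in the cells cannot be read from these data.

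**Figure D1:**
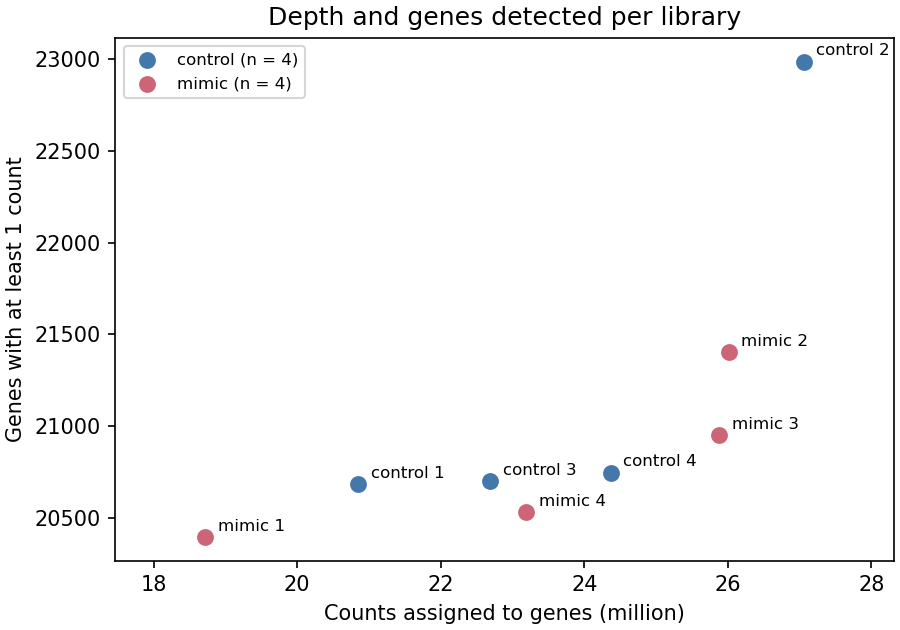
Genes with at least 1 count (vertical axis) against counts assigned to genes (horizontal axis, scaled as labelled), 1 point per library, coloured by treatment (n = 4 each). Control 2, with 22988 genes, lies above the other 7 libraries, which range from 20395 to 21402.

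Libraries were similar across genes. Pearson's r of log2 CPM ranged from 0.990 to 0.995 between libraries of the same treatment and from 0.988 to 0.995 between treatments; these are correlations across genes, which are not independent replicates. No 2 libraries of a treatment were copies of each other, as the chi-square per degree of freedom between their counts was at least 2.72. The first principal component held 28.5% of the variance and separated control 2, at 39.8, from the other 7 libraries, at -15.7 to 2.12. The second component held 17.7% and separated the treatments, with mimic libraries from 4.10 to 24.5 and control libraries from -22.4 to -0.46.

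The first comparison asked whether 2 known direct targets of miR-146a, the signalling genes Irak1 and Traf6, were lower with the mimic. Irak1 (ENSMUSG00000031392, protein-coding, chromosome X, 74013914 to 74023918) had a log2 CPM of 7.58 ± 0.017 (SD, n = 4) in control and 7.62 ± 0.012 (SD, n = 4) in mimic libraries. Its log2 fold change was 0.036 with a standard error of 0.031, and the adjusted p-value was 0.565, although every mimic library lay above every control library. Traf6 (ENSMUSG00000027164, protein-coding, chromosome 2, 101678429 to 101701669) had a log2 CPM of 6.12 ± 0.060 (SD, n = 4) in control and 6.16 ± 0.070 (SD, n = 4) in mimic libraries. Its log2 fold change was 0.048 with a standard error of 0.045 and an adjusted p-value of 0.611, and the groups overlapped. Adjusted over the list alone, both p-values were 0.305. The fold change of Traf6 was 0.083 without control 4 and 0.028 without mimic 2. Neither gene was lower with the mimic at the depth of 1335 to 5185 counts per library.

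The second comparison concerned the cytokine genes that the study measured by qPCR in cultures of this kind. Tnf (ENSMUSG00000024401, protein-coding, chromosome 17, 35199381 to 35202007) had a log2 CPM of 5.61 ± 0.16 (SD, n = 4) in control and 5.83 ± 0.071 (SD, n = 4) in mimic libraries. Its log2 fold change was 0.21 with a standard error of 0.067 and an adjusted p-value of 0.0807, and 0.0138 when adjusted over the list alone. Control 4 lay above 3 of the 4 mimic libraries for Tnf; without control 4 the log2 fold change was 0.30 and the adjusted p-value 0.0031, and over the alternatives run for Tnf the adjusted p-value ranged from 5.46e-04 to 0.225. Il1b (ENSMUSG00000027398, protein-coding, chromosome 2, 129364570 to 129371139) had 13 to 23 counts in control and 5 to 18 in mimic libraries. Its log2 CPM was -0.35 ± 0.25 (SD, n = 4) in control and -0.99 ± 0.69 (SD, n = 4) in mimic libraries, and its log2 fold change was -0.62 with a standard error of 0.35. The adjusted p-value of Il1b was 0.353, and 0.103 adjusted over the list alone, so a difference was not detectable at this depth. The fold change of Il1b moved to -0.35 without mimic 3 and to -0.99 without mimic 4. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had 1 to 3 counts in control and 0 to 3 in mimic libraries. Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) had 2 to 3 counts in control and 0 to 2 in mimic libraries. Both lay under the filter and at or under the limit of 3 counts, so no fold change is given for them and the list alone held Tnf and Il1b.

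The third comparison asked which genes the mimic changed. Of 14933 tested genes, 846 had an adjusted p-value under 0.05, of which 492 were higher and 354 lower with the mimic. An unadjusted p-value under 0.05 was found for 3090 genes. The biological coefficient of variation was 5.07%. Most changes were small as fold changes: the median size of the log2 fold change among the 846 genes was 0.23. Of these genes, 335 changed by more than 1.2-fold, 50 by more than 1.5-fold and 10 by more than 2-fold. The groups did not overlap for 775 of the 846 genes. They did not overlap for 1943 of the 14933 tested genes, where chance gives 2.86% of them. The alternative that moved the count most was a test against a fold change of at least 1.2, which left 5 genes, with 390 at an unadjusted p-value under 0.05. Those 5 are Chac1, Slc6a9, Slc1a4 and Arg1, described next, and Pde4dip, which was chosen after its values were seen. Single libraries decided much of the count, which fell to 259 without control 3, 272 without mimic 1 and 377 without control 1.

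Among changed genes that met the naming rule, the 5 with the largest rise were all protein-coding. Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) rose from a log2 CPM of 3.97 to 4.67 in control libraries (SD 0.32, n = 4) to 5.28 ± 0.083 in mimic libraries (SD, n = 4), with a log2 fold change of 1.04, a standard error of 0.11 and an adjusted p-value of 0.00136. Aqp9 (ENSMUSG00000032204, chromosome 9, 71110659 to 71168682) rose from 2.82 ± 0.42 to 3.85 ± 0.22 (SD, n = 4 each, as for the next 3 genes), with a log2 fold change of 1.00, a standard error of 0.17 and an adjusted p-value of 0.00523. Slc1a4 (ENSMUSG00000020142, chromosome 11, 20302180 to 20332713) rose from 4.32 ± 0.26 to 5.21 ± 0.15, with a log2 fold change of 0.87, a standard error of 0.11 and an adjusted p-value of 0.00136. Cth (ENSMUSG00000028179, chromosome 3, 157894248 to 157925077) rose from 5.33 ± 0.31 to 6.19 ± 0.18, with a log2 fold change of 0.83, a standard error of 0.12 and an adjusted p-value of 0.00314. Slc6a9 (ENSMUSG00000028542, chromosome 4, 117834506 to 117875198) rose from 4.08 ± 0.23 to 4.92 ± 0.16, with a log2 fold change of 0.83, a standard error of 0.10 and an adjusted p-value of 0.00136. Control 4 was the control library nearest to the mimic libraries for each of these 5 genes.

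The 5 genes with the largest fall were also protein-coding. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) went from a log2 CPM of 3.08 ± 0.16 to 2.31 ± 0.036 (SD, n = 4 each), with a log2 fold change of -0.78, a standard error of 0.092 and an adjusted p-value of 0.00136. Ms4a6b (ENSMUSG00000024677, chromosome 19, 11516512 to 11531256) went from 2.05 ± 0.28 to 1.28 ± 0.31, with a log2 fold change of -0.76, a standard error of 0.17 and an adjusted p-value of 0.0188. Prdm1 (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501) went from 1.47 ± 0.22 to 0.80 ± 0.31, with a log2 fold change of -0.68, a standard error of 0.18 and an adjusted p-value of 0.0381. Fcrls (ENSMUSG00000015852, chromosome 3, 87250758 to 87263738) went from 5.30 ± 0.19 to 4.63 ± 0.22, with a log2 fold change of -0.66, a standard error of 0.10 and an adjusted p-value of 0.00375. Cd24a (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265) went from 4.22 ± 0.15 to 3.57 ± 0.13, with a log2 fold change of -0.66, a standard error of 0.084 and an adjusted p-value of 0.00152. Prdm1 rested on 29 to 69 counts per library, and its adjusted p-value reached 0.125 when single libraries were left out; that of Ms4a6b reached 0.0651.

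**Figure D2:**
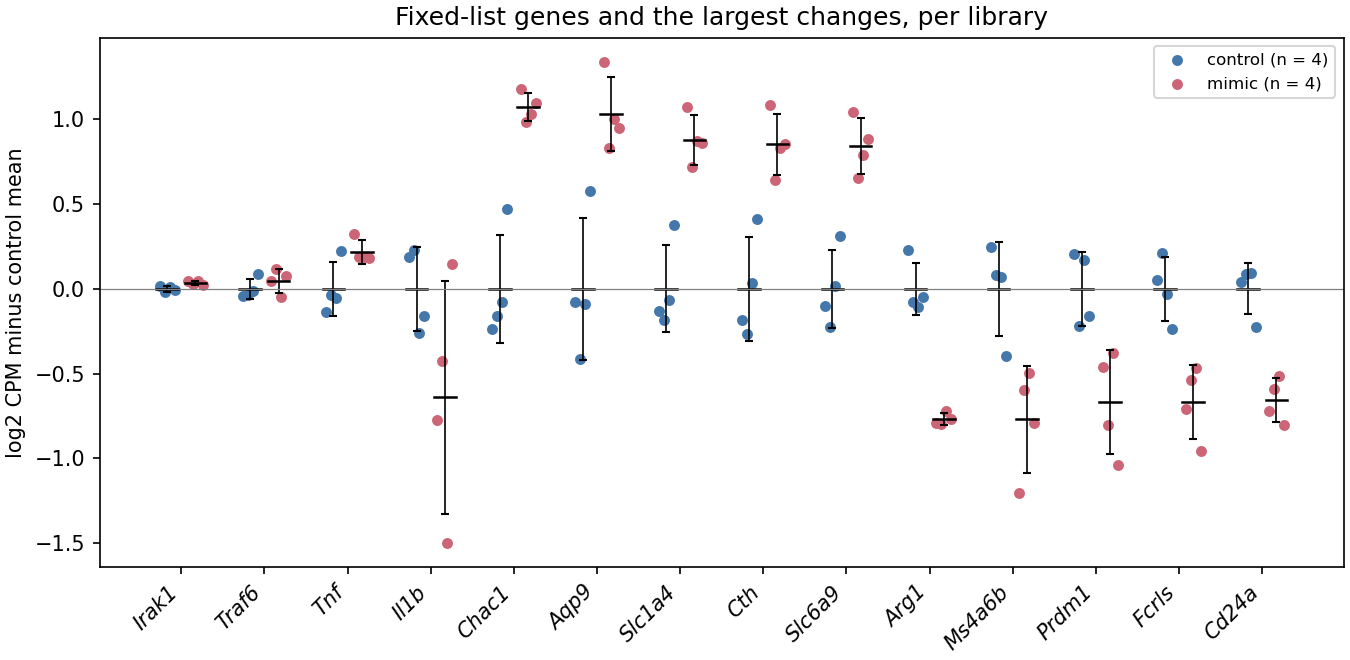
Log2 CPM minus the mean of the control libraries for the genes named above that were tested, with 1 point per library, a bar at the mean and error bars of 1 SD (n = 4 per treatment). Every mimic library lies above every control library for Chac1, Aqp9, Slc1a4, Cth and Slc6a9, and below every control library for Arg1, Ms4a6b, Prdm1, Fcrls and Cd24a.

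The fourth comparison asked whether predicted targets of miR-146a-5p were lower with the mimic. Of 292 genes in the TargetScan list that the study used, 210 were tested. Their median log2 fold change was -0.0025, the camera p-value was 0.771 and the exact permutation p-value of their score was 0.914. The share of predicted targets with a negative fold change was 51.4%, against 51.5% of the other tested genes. Changed genes made up 4.29% of the predicted targets and 5.68% of the other tested genes. The 9 changed targets comprised 4 lower and 5 higher genes, and adjusted over the list alone 0 were changed, with 42 at an unadjusted p-value under 0.05. The 4 lower ones were Notch1, with a log2 fold change of -0.33 and an adjusted p-value of 0.0345, Set, with -0.18 and 0.0373, Rpp25l, with -0.24 and 0.0473, and Kdm2b, with -0.17 and 0.0496. Klhl42, the fifth by adjusted p-value, had a log2 fold change of -0.21 and an adjusted p-value of 0.0614. The sign of the median of the list changed with the scaling, to 5.2e-04 with RLE size factors.

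The same question was put to all genes with a 3' UTR that contains the 7-base site for nucleotides 2 to 8 of miR-146a-5p, AGTTCTC. This site was present in 1510 of 12060 genes. Their log2 fold change differed from that of genes without the site by -0.0035 after adjustment for UTR length and GC content, with a standard error of 0.0067. By t value, 67.8% of 15708 words of 7 bases lay as far from 0. The exact permutation p-value of the score was 0.486. Genes with an 8-base site numbered 550 and differed by -0.014, with an exact permutation p-value of 0.0857. The median log2 fold changes lay in the other direction. They were -0.0058 with the 7-base site and -0.0082 without it, and -0.0081 with the 8-base site and -0.0093 in genes without any seed site. With the shortest UTR of each gene the difference for the 7-base site changed sign, to 0.0096. The site for the seed of the negative control oligonucleotide, CCCGGTG, was present in 347 genes, which differed by -0.017 with a standard error of 0.013. By t value, 30.3% of words lay as far from 0. The exact permutation p-value of that score was 0.0286, the smallest that 70 arrangements can give. Without the adjustment the difference in means was -0.015, while the median log2 fold change was 0.0063 in genes with this site and -0.0080 in genes without it, so the direction depended on whether means or medians were compared.

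The fifth comparison asked which of 13 processes differed, among them those that the study names for this experiment from the same libraries. Camera called 10 of the 13 lists at the preset correlation, 5 higher and 5 lower with the mimic. Of these calls, 7 also held with fry and 0 held with an estimated correlation, where their adjusted p-values ranged from 0.220 to 0.355. The calls that did not hold with fry were hypoxia and glycolysis, inflammation and lysosome. For 6 of the 10 lists every mimic library lay on 1 side of every control library, with an exact permutation p-value of 0.0286, or 0.0619 after adjustment over the 13 lists. Of the 35 splits of the 8 libraries, 5, the real one included, called at least as many lists; the other 4 exchange control 4 for 1 mimic library.

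The amino acid response, a list of genes raised when amino acids are scarce, had the largest median log2 fold change, 0.38, with an adjusted camera p-value of 4.06e-28. All 23 tested members were higher with the mimic and 18 were changed. Its score was -0.22 ± 0.15 in control and 0.22 ± 0.085 in mimic libraries (SD, n = 4 each). The 3 members with the smallest adjusted p-values were Chac1, Gpt2, with a log2 fold change of 0.62, and Mthfd2, with 0.45. The cytosolic tRNA synthetases had a median of 0.15 and an adjusted p-value of 1.38e-08, with 10 of 20 members changed, all higher; Cars, Iars and Aars had log2 fold changes of 0.48, 0.31 and 0.39. Scores of both lists had no overlap between the groups.

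Among the other higher lists, the median was 0.096 for inflammation, with an adjusted p-value of 0.00281, 0.063 for lysosome, with 5.07e-06, and 0.046 for hypoxia and glycolysis, with 0.00178. The scores of these 3 lists overlapped between the groups, with exact permutation p-values of 0.143, 0.0571 and 0.0857. Their leading members were Csf1 (log2 fold change 0.34), Ccl3 (0.36) and Ccl4 (0.30, adjusted p-value 0.0564, not changed) for inflammation, Gpnmb (0.20) and Hexa (0.16) for lysosome, and Pfkp (0.28), P4ha2 (0.32) and Slc2a1 (0.23) for hypoxia and glycolysis.

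The lower lists were microglial identity and cholesterol synthesis, each with a median of -0.12, proliferation with -0.10, protein folding in the cytosol and mitochondria with -0.078 and ribosome biogenesis with -0.069. Their adjusted p-values were 7.02e-05, 2.64e-08, 5.71e-09, 5.07e-06 and 3.94e-08 in that order. Score groups did not overlap for 4 of these lists; for proliferation they overlapped, with an exact permutation p-value of 0.0571. The median of microglial identity was -0.058 without mimic 4. Cholesterol synthesis was lower for 23 of its 24 members, led by Acat2 (log2 fold change -0.34), Stard4 (-0.21) and Cyp51 (-0.23). The leading members of the other lists were C1qa (-0.61), Fcrls (-0.66) and C1qc (-0.37) for microglial identity, Tyms (-0.29), Rrm1 (-0.24) and Cdc6 (-0.35) for proliferation, Cct6a (-0.18), Cct8 (-0.14) and Cct3 (-0.14) for protein folding, and Wdr12 (-0.21), Nifk (-0.20) and Dcaf13 (-0.17) for ribosome biogenesis.

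Camera did not call the unfolded protein response, the oxidative stress response or the type I interferon response. The unfolded protein response had a median of -0.0040 and an adjusted p-value of 0.947, with 8 changed members higher and 9 lower. The sign of that median changed with the filter, to 0.0069 without a filter beyond 1 count. The mean log2 fold change of the same list was 0.065. The score of this list averaged -0.033 in control and 0.033 in mimic libraries. The groups overlapped, with an exact permutation p-value of 0.114, so the median alone does not show the list to be flat. The oxidative stress response had a median of -0.020 and an adjusted p-value of 0.156. The type I interferon response had a median of -0.039 and an adjusted p-value of 0.521.

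**Figure D3:**
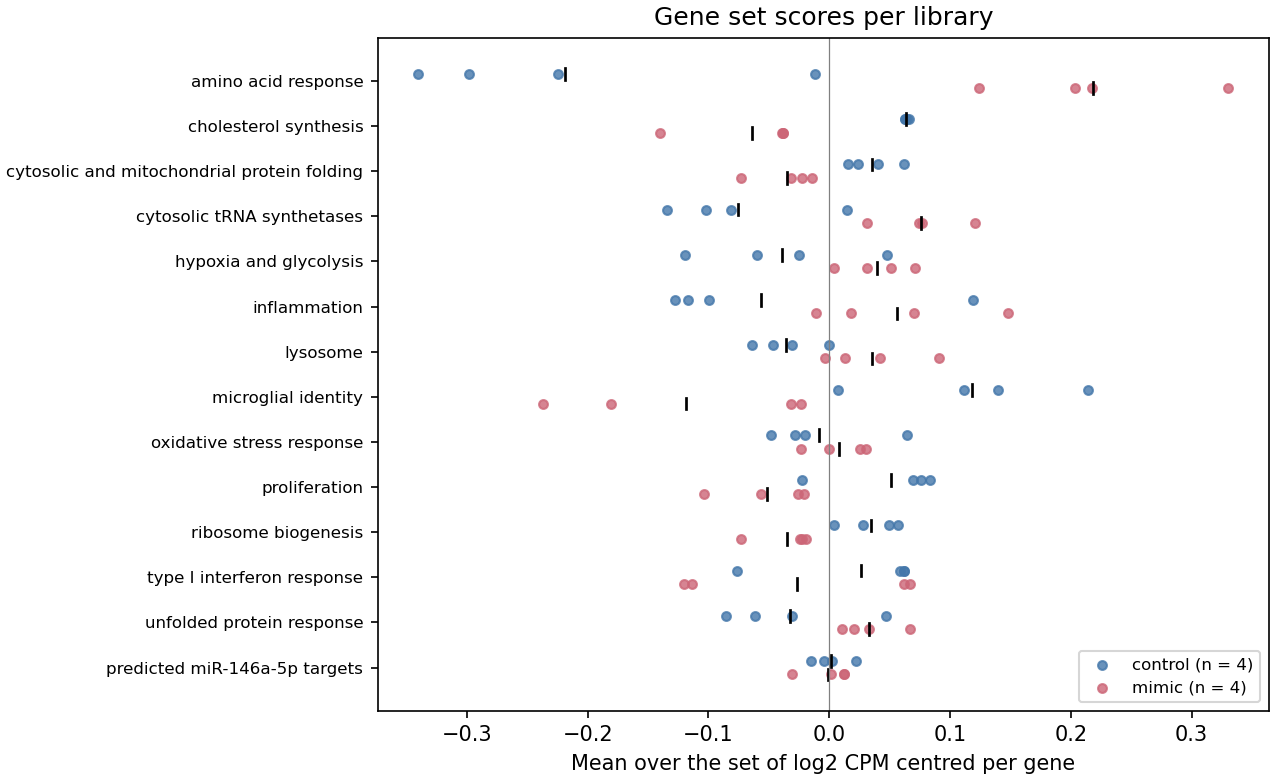
Score of each gene list (horizontal axis, mean over the list of log2 CPM centred per gene), with 1 point per library and a line at the mean of each treatment (n = 4 each). The amino acid response moves from a mean of -0.22 in control to 0.22 in mimic libraries, and the predicted targets overlap between the treatments.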

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

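Of the tests in this part, the count of olfactory receptor genes detected, the comparison of neuron markers with olfactory receptor genes per base and the position of control 4 along each gene list were chosen only after the result was seen. For each measure and treatment, the highest or lowest of the 4 libraries was compared with the other 3 by Dixon's ratio, its gap to the nearest library over the range of the group. The ratio was above Dixon's critical value for 4 libraries in 10 groups, where chance gives about 6.8. The design places no biological difference between libraries of the same treatment, so no biological explanation of a single library was tested.

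Control 2 listed 22988 detected genes against 20685 to 20747 in the other controls, a ratio of 0.973. Greater depth is not borne out as the cause: after thinning all libraries to 18718536 counts, control 2 still listed 21695 genes, against 19889 to 20403 in the other 7. The number of genes with counts in a single library was 1189 for control 2 and 309 to 433 for the others. RNA from neurons alone is excluded as the whole source, since 10 of 12 astrocyte markers were also highest in control 2. RNA from brain tissue is a candidate explanation. All 22 neuron markers were highest in control 2, at 94.7 CPM in sum against 14.5 to 27.5 in the other libraries, as were 9 of 10 oligodendrocyte markers, 3 of 9 fibroblast markers, 2 of 5 red blood cell markers, 1 of 7 liver markers and 0 of 6 germ cell markers, where chance puts 1 gene in 8 there. Only 3 red blood cell, 3 liver and 2 germ cell markers had counts in any library. A marker without counts cannot be highest, so these 3 lists say little about other sources. Examples from within the neuron list are Meg3, with 754 counts against 28 to 126 in the other libraries, Camk2a, with 320 against 15 to 70, and Snap25, with 167 against 7 to 32. From the astrocyte list, Slc1a2 had 320 against 18 to 72. Of these lists, 0 neuron, 1 astrocyte and 2 oligodendrocyte markers exceeded 10 CPM in the other libraries. Among these, the neuron markers summed to 23.3, 27.5 and 26.4 CPM in control 3, mimic 1 and mimic 2. The sums were 14.5 to 17.9 CPM in control 1, control 4, mimic 3 and mimic 4. A smaller amount of the same RNA in control 3, mimic 1 and mimic 2 is therefore not excluded. The study also sequenced brain tissue and primary hippocampal cultures, and the paper describes such cultures as holding both neurons and glia. RNA from these cultures was not told apart from RNA of brain tissue. How such RNA would have reached the library was not tested. Genomic DNA is not excluded as a further source of detected genes: olfactory receptor genes with at least 1 count numbered 91 in control 2 and 33 to 47 in the other libraries, while their sum of 11.1 CPM lay within the 9.92 to 12.8 of the others. Without the 11 receptor genes that passed the count filter, the sum was 4.21 CPM in control 2 and 1.59 to 3.06 in the others. The low counts of these genes keep that open. Genomic DNA is argued against for the neuron markers. The 1319 receptor genes under the count filter held 114 counts in control 2, against 36 to 72 in the other libraries; were all 114 genomic, the same number of counts per base would give the neuron markers 6.18 counts, where they held 2564 in control 2 and 368 to 686 in the others. The markers had little part in the comparison of treatments: of 44 brain markers 29 were tested and 0 were changed, with 6 at an unadjusted p-value under 0.05, although 28 of the 29 were lower with the mimic. Without control 2, 618 genes were changed, 564 of them among the 846.

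Control 4 stood apart from the other controls in the scores of inflammation (0.12 against -0.13 to -0.099, ratio 0.886), proliferation (-0.023 against 0.070 to 0.083, ratio 0.870) and the type I interferon response (-0.077 against 0.059 to 0.062, ratio 0.974), and for Rrm1 (log2 CPM 8.59 against 8.71 to 8.72, ratio 0.927). In 9 of the 10 called lists it lay toward the mimic libraries, from 33.8% of the way from the other controls to the mimic mean in protein folding to 137% in inflammation, with 54.4% in the amino acid response. Mimic RNA mixed into control 4 would move each list that differs by the same share. The shares differed between lists, passed the whole way in inflammation and in hypoxia and glycolysis (108%), and came to -0.254% in cholesterol synthesis, the 1 called list that did not move, which argues against such mixing as the whole cause. A state of the cultures that also varies within a treatment is a candidate explanation: across 10753 genes, the contrast of controls 3 and 4 correlated with the mimic difference of the other 6 libraries at r = 0.411. Without control 4 the count of changed genes was 1194, of which 789 were among the 846.

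Mimic 1 lay farther from the controls than the other mimic libraries in cholesterol synthesis (-0.14 against -0.039 to -0.038, ratio 0.993) and ribosome biogenesis (-0.073 against -0.024 to -0.019, ratio 0.906), and for Tnf (log2 CPM 5.93 against 5.79, ratio 0.949) and Gpt2 (6.46 against 6.23 to 6.27, ratio 0.843). Its library was the shallowest, at 18718536 counts. The contrasts of mimic 2, 3 and 4 minus mimic 1 correlated across genes with the mimic difference of the other 6 libraries at -0.27, -0.26 and -0.15, so mimic 1 lay farther along that difference. A share of this may be the same state of the cultures, for which the largest correlation within a treatment was 0.411; a larger uptake of the mimic in that well cannot be read from poly(A) libraries. Without mimic 1 the count of changed genes was 272.

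Cct8 in control 3 had a log2 CPM of 9.53 against 9.47 to 9.48 in the other controls, a ratio of 0.841. No explanation was tested for it, and the number of such ratios is near what chance gives.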

How the results depend on the processing

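No test or alternative in this part was chosen after the results were seen. The count of 846 changed genes (492 higher, 354 lower) lay between 823 and 1129 with RLE size factors, upper-quartile scaling, DESeq2, limma-voom, a filter of 10 counts in every library and the authors' normalized values. Without a filter beyond 1 count it was 1474 (862 higher, 612 lower), of which 77 lay outside the tested genes and 596 inside them were not among the 846; the cause was not tested. A test against a fold change of at least 1.2 left 5 (4 higher, 1 lower), a stricter question by construction. Across the 8 fits that each left out 1 library, the count ran from 259 (without control 3) to 1194 (without control 4), with 164 to 758 higher and 95 to 436 lower. It was 272 without mimic 1 and 377 without control 1. All 259 genes were among the 846, as were 271 of the 272 and 365 of the 377. Fewer libraries were compared in these fits, and removing different libraries moved the count in opposite directions. The share of higher genes was 58.2%, from 54.6% with the filter of 10 counts to 68.3% without mimic 2 among the fits other than the test against 1.2-fold.

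The replicate numbers do not pair the samples: the mimic and control libraries of the same number correlated, after removing the treatment means, at -0.11 to 0.20, and those of different numbers at -0.20 to 0.18. With the number as a block, 599 genes were called (382 higher, 217 lower), 557 of them among the 846, in a model with fewer degrees of freedom, and the median of the unfolded protein response was 0.0040.

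Irak1, Traf6 and Il1b kept their direction and were not called under the alternatives run for them, which for Il1b leave out DESeq2 and the filter of 10 counts, and for all 3 genes the test against 1.2-fold; Traf6 went from 0.028 without mimic 2 to 0.083 without control 4, and Il1b from -0.99 without mimic 4 to -0.35 without mimic 3. Tnf kept its direction, at 0.17 to 0.30 when 1 library was left out. It was called with DESeq2 (0.22, adjusted p-value 0.0335), without a filter beyond 1 count (0.22, adjusted p-value 5.46e-04) and without control 4 (0.30, adjusted p-value 0.0031), where the range over the alternatives run for it was 5.46e-04 to 0.225; the cause was not tested.

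The medians of the 10 called lists kept their direction with RLE size factors, both other filters, the authors' normalized values and the block, and when 1 library was left out; upper-quartile scaling, DESeq2 and the test against 1.2-fold were not run for lists. They stayed called under these alternatives and in each of the fits that left out 1 library; that of microglial identity went to -0.058 without mimic 4. With an estimated correlation 0 were called, although their medians are the same by construction: 0.38 for the amino acid response, 0.15 for tRNA synthetases, 0.096 for inflammation, 0.063 for lysosome, 0.046 for hypoxia and glycolysis, -0.12 for cholesterol synthesis and for microglial identity, -0.10 for proliferation, -0.078 for protein folding and -0.069 for ribosome biogenesis. With fry, inflammation and hypoxia and glycolysis had an adjusted p-value of 0.145 and lysosome 0.0582. These tests differ in how they treat correlation between genes.

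Medians near 0 changed sign. The unfolded protein response went from -0.0040 to 0.0069 without a filter, and ran from -0.029 (without mimic 4) to 0.024 (without mimic 1) when 1 library was left out. The predicted targets went from -0.0025 to 0.0025 without a filter, 5.2e-04 with RLE size factors and 0.0027 with the authors' normalized values, and ran from -0.011 (without control 2) to 0.014 (without control 1) when 1 library was left out. The difference for the miR-146a-5p site went from -0.0035 to 0.0096 with the shortest UTR, and ran from -0.0064 to 1.2e-04 (without mimic 4). None of these values was past its threshold, with p-values of 0.403 to 0.865 for the predicted targets over the alternatives run for them. The difference for the control oligonucleotide's site kept its sign, at -0.025 to -0.0045. The interferon median, not called, was -0.0043 without mimic 3 and -0.089 without control 4, and that of the oxidative stress response -0.0093 without control 2 and -0.046 without control 1.

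Of the 43 genes that the naming rule selects beyond Irak1, Traf6 and the cytokines, 41 were changed, 24 of them in every fit that left out 1 library and 35 under each of the 8 other alternatives run for single genes, which leave out the test against 1.2-fold, and 0 changed direction under these alternatives. The predicted targets Notch1, Set, Rpp25l and Kdm2b lost their call in 5, 6, 6 and 8 of the 8 fits that left out 1 library. The depth limits Il6, Il10 and Il1b, with at most 23 counts per library.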

Other observations

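Of the tests in this part, that of the chaperones of the endoplasmic reticulum, the comparison of splits by how they mix the treatments and the 2 standard errors set for the control oligonucleotide's site were chosen only after the result was seen. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many as 846 genes with an adjusted p-value under 0.05. The other 34 gave 0, with 209 to 2059 genes (median 463.5) at an unadjusted p-value under 0.05. The number of process lists called was less specific: 5 of the 35 splits, the real one included, called at least 10 lists, and the median over the other splits was 6. The 4 other splits with as many lists exchange control 4 for 1 mimic library, so they keep a part of the treatment difference. In the 18 splits with 2 controls and 2 mimics in each group, which balance the treatments, camera called 0 to 7 lists, with a median of 3.5. Camera at the preset correlation thus also called lists where the treatments were balanced, and a call alone is weak evidence of a treatment effect. The median of the amino acid response was largest in the real split, at 0.38, but the split that exchanges control 4 for mimic 2 came near it, at 0.34; in the 18 balanced splits it was at most 0.15 in size.

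The rise of the amino acid response was weighed against technical explanations. GC content or gene length bias is argued against as the whole cause: after regression of the changes on both, for 99.8% of tested genes, the median of the list was 0.37. A difference in RNA sensing between the oligonucleotides would appear in the type I interferon response, whose adjusted p-value was 0.521. Libraries of both treatments lay at the 2 levels of that score: control 4, mimic 2 and mimic 3 at -0.077, -0.11 and -0.12, and the other 5 libraries at 0.059 to 0.067. Mimic 1 and mimic 4 shared the upper level with controls 1 to 3. Their amino acid scores were 0.33 and 0.22, against -0.34 to -0.22 in those controls. For these mimic libraries, a difference in RNA sensing, as read from the interferon score, is argued against as the cause of the rise. For mimic 2 and mimic 3, at the lower level with control 4, such a difference cannot be told apart from the spread between wells. The division of the interferon score follows no treatment, and the labels give no batch that would account for it. An effect of apolipoprotein E4, if the control wells did not receive it, also stays open for this list and for every other difference between treatments, and was not tested.

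Stress of the endoplasmic reticulum is another candidate explanation of the amino acid response, since both share the rise of Chac1. It would raise the chaperones of that compartment. Their median log2 fold change was -0.20, with 13 of 14 genes lower, 8 changed and lower and 0 changed and higher, and an exact permutation p-value of 0.0286, the smallest that 70 arrangements can give. This argues against a stress that raises these chaperones as the cause of the rise at 48 h. An earlier phase was not measured. Within the list of the unfolded protein response, 8 changed members were higher and 9 lower, so its median near 0 hides changes in both directions. The higher ones include Ern1 (log2 fold change 0.45), Herpud1 (0.37), Sel1l (0.16) and Atf6 (0.15). A stress response without a rise of the chaperones therefore stays open.

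The difference between treatments was compared with differences within a treatment. Across 10753 genes, contrasts of a mimic with a control library correlated with the mimic difference of the other 6 libraries at r = 0.198 to 0.566. Contrasts of libraries of the same treatment reached 0.411 in size, and 4 of 12 were at least as strong as the weakest of the 16 contrasts between treatments. The medians were apart, at 0.146 in size within and 0.448 between treatments. All 4 of these contrasts involve control 4 or mimic 1, so the resemblance rests on those 2 libraries. These are correlations across genes, which are not independent replicates. The hypothesis that a state of the cultures, such as density or nutrient supply, varies between wells and carries a part of the mimic difference stays open for those libraries. An effect of the mimic on that state stays open too, as the groups would differ in the same way.

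The predicted targets did not shift. Too little power is argued against for a shift of at least 0.05 shared by the whole list. In 30 random lists of 210 genes, counts were thinned by 0.1 on the log2 scale in the mimic libraries. Camera called 100% of them, as it did at 0.05, where the exact permutation test called 96.7%. At no shift the shares were 0% with camera, 6.67% with the permutation test and 16.7% with fry. A smaller shift, or one in only some of the targets, was not simulated. Exchanged group labels would turn a shift around and not remove it, so they would not account for its absence. With a permutation p-value of 0.914 for the score of the targets, there is no shift from which an exchange could be read. For the 7-base site of miR-146a-5p, 67.8% of words lay as far from 0, which is what chance among words gives. For the site of the control oligonucleotide the share was 30.3% and the difference in means was opposite to repression in the control libraries, at -0.017 with and -0.015 without the adjustment for UTR length and GC content. The scores of all 4 mimic libraries lay below those of all 4 control libraries, which also speaks against such repression. The difference was under 2 standard errors across genes, and the medians, 0.0063 with the site and -0.0080 without it, lie in the other direction, so a small effect of its seed stays open. Poly(A) libraries do not show how much mimic entered the cells. A low uptake, or an effect on protein without an effect on mRNA level, may lie behind the absence of a shift, and neither was tested.

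Among the 10 words with the highest t values, 6 were made of A and T alone, such as TATTTAT, and among the 10 with the lowest t values 0 were. Across genes, the log2 fold change had a Spearman correlation of 0.071 with GC content and 0.041 with gene length, and 10 lists were called before and after regression on both.

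The study reports by qPCR that mRNA of Tnf, Il1b and Il6 rose after the mimic and that of Il10 fell. In these counts Tnf was higher by 0.21, which was not past the threshold over all genes, Il1b was lower by a difference that was not detectable at its depth, and Il6 and Il10 had at most 3 counts.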
